A study of Papaver somniferum with 12 samples. Its data were reported in "Transcriptomic profiles of 33 opium poppy samples in different tissues, growth phases, and cultivars" (2019).

How the data were processed

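Leaves of opium poppy (Papaver somniferum), a medicinal plant grown for its benzylisoquinoline alkaloids, were profiled by RNA sequencing at 4 growth phases: seedling, jointing (stem elongation), bolting (first visible bud) and florescence (first bloom). The labels give 3 libraries for each phase, so 12 libraries were used, and each was assigned to its phase from its title. The columns of the table were matched to samples through the library code in each sample's description. No per-sample column was left unmatched.

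According to the methods of the study, total RNA was extracted with TRIzol and fragment libraries were sequenced with paired ends on an Illumina HiSeq X instrument. The reference was built by the authors from pooled long reads (PacBio Sequel), which were clustered with ICE, polished with Arrow, corrected with LoRDEC and made non-redundant with CD-HIT. The resulting sequences are called unigenes. Cleaned short reads were mapped to them with hisat2, and expression was estimated with RSEM. The deposited table gives RPKM, a read number divided by the length of the unigene and by the mapped reads of the library, with at most 2 decimals, while the methods of the study name the fragment-based form of this unit. No further normalization between libraries is stated. RPKM removes a library's depth but not its composition: when a few abundant unigenes take a smaller share of the reads, all others rise. Sequences that are near-identical, such as splice forms or members of a gene family, share reads, and RSEM divides these reads by estimation, so the value of a single unigene with close relatives is uncertain.

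The table held 61856 unigenes, of which 4593 were at 0 in all 12 libraries. It gives identifiers only. None of them occurs in the gene table of assembly ASM357369v1 that was at hand, so gene names, positions and functions were not analysed here. The table holds no counts, so no confidence interval from counts was computed. The sequenced bases that the study lists for each library describe its sequencing and not the reads behind each unigene, and no value here was computed from them. The relative depth of the mapped reads was estimated from the lowest values: in a unigene that is at 0 in at least 5 libraries, the smallest value above 0 was taken as about what 1 read is worth. On 258 such unigenes the relative depth ranged from 0.959 to 1.08 of the mean. In a simulation of 6000 unigenes, of which 977 met the same demands, this estimate followed the true depth with a correlation of 0.999 across the 12 libraries, but with a slope of 0.815 on the log2 scale, so it understated the simulated differences. Its precision on 258 unigenes was not simulated. The simulated reads were whole, whereas RSEM divides reads between unigenes, so a lowest value in the data need not be 1 read. The real depth differences may therefore be understated by more than in the simulation.

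Expression was compared with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with a mean-variance trend. The 31242 unigenes with a mean of at least 1 RPKM over the 12 libraries were tested. All 12 libraries entered a single fit with the phase as the only factor, so the 4 phases shared an estimate of the spread. A unigene was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 1 on the log2(RPKM + 1) scale. Differences on this scale understate the change of unigenes with low values. The count test used in the study needs counts and was not applied to RPKM. A moderated F test over the 4 phases used the same thresholds on the difference between the highest and the lowest phase mean. Single values per library were compared with exact permutation tests over all 15400 partitions of the 12 libraries into 4 groups of 3, one-sided on the statistic. For detected unigenes and top shares the statistic was the sum of squares between phases. The largest difference between phase means is given beside it as a size and was not itself permuted. For correlations the statistic was the within-phase minus the between-phase mean. A unigene was counted as restricted to a phase when it had at least 1 RPKM in all 3 libraries of that phase and at most 0.1 RPKM in the other 9, and this count was set against all 220 sets of 3 libraries. The unigenes named by identifier are the 2 with the largest rise and the 2 with the largest fall from seedling to florescence among called unigenes with a mean of at least 15 RPKM in the higher phase and no overlap between the libraries of the phases. Any other identifier is given as chosen after its values were seen. These choices, the naming rule and all alternatives except where stated were set before the data were examined.

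On simulated data with 200 changed unigenes among 31242, each by 2 on the log2 scale, the pairwise test recovered 187 with the right sign and called 4 unchanged ones. With no changed unigene it called 2. The changed unigenes were drawn from those with a mean above 2 on the log2(RPKM + 1) scale, so recovery at lower values was not simulated. Noise was independent between unigenes and libraries. Shifts of whole libraries were not simulated, so the few false calls do not cover them. Smaller changes, near the threshold of 1 on the log2 scale, were not simulated. The alternatives covered the pseudocount, the filter on low values, scaling by the median of ratios, to equal totals or by quantiles, the replicate number as a block, limma without the trend, other thresholds, fits on the 6 libraries of a comparison, and leaving out each library in turn. An alternative that left out the 100 most abundant unigenes, and the replicate block in fits on the 6 libraries of a comparison, were added after the data were seen. Whether equal replicate numbers pair the libraries was checked by correlating their deviations from the phase means. For florescence against seedling all 3 same-numbered pairs correlated above 0.1, from 0.245 to 0.379, so the libraries of these phases were taken as paired by number. No other of the 6 possible matchings had all 3 above 0.1. The cut of 0.1 was not set against libraries known to be unpaired, so the pairing is not proven. Florescence against bolting missed the cut with 1 pair at 0.0657, while its highest pair was 0.460. The pairing comes from these values, since the labels state no shared plant, plot or day. In the other 5 comparisons at least 1 of the 3 pairs was below 0.1. Values outside limma were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.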

Results

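RNA sequencing of opium poppy leaves was available for 4 growth phases with 3 libraries each. The question of the design was how leaf expression changes from the seedling to the flowering plant. The total of the RPKM values per library lay between 998634 and 1175900, and the relative depth estimated from the lowest values between 0.959 and 1.08 of the mean. The number of reads behind each value is unknown.

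The number of unigenes above 0.1 RPKM was 45013 ± 322 at seedling, 46775 ± 12.5 at jointing, 45323 ± 582 at bolting and 46166 ± 363 at florescence (SD, n = 3 each). The largest difference between phase means was 1762 unigenes, and the phases differed by more than the spread between libraries (exact permutation test, p = 0.00292, adjusted p = 0.00338 over 3 tests). After scaling each library by its median of ratios the difference was 757 unigenes, and the test between phases was no longer past 0.05 (exact permutation test, p = 0.0867). At least 15 RPKM was reached by 6410 ± 123 unigenes at seedling, 7526 ± 463 at jointing, 6406 ± 218 at bolting and 7733 ± 237 at florescence.

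A few unigenes held a large part of the signal. The 10 highest unigenes of a library held 18.3% ± 0.603 of the summed RPKM at seedling, 14.4% ± 2.71 at jointing, 19.5% ± 0.642 at bolting and 12.9% ± 1.04 at florescence (SD, n = 3 each). The phases differed (exact permutation test on the sum of squares between phases, p = 0.00338, adjusted p = 0.00338 over 3 tests), with phase means up to 6.59 percentage points apart. With the 100 highest unigenes in place of 10 the difference was 13.2 percentage points (exact permutation test, p = 0.00636). Jointing replicate 3 stood at 11.3%, below the other jointing libraries at 15.7% and 16.3%. The unigene with the highest mean, PB.734.2622, was chosen after its values were seen. It had 75508 ± 4784 RPKM at seedling, 60562 ± 15103 at jointing, 86455 ± 1749 at bolting and 24126 ± 3243 at florescence (SD, n = 3).

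**Figure D1:**
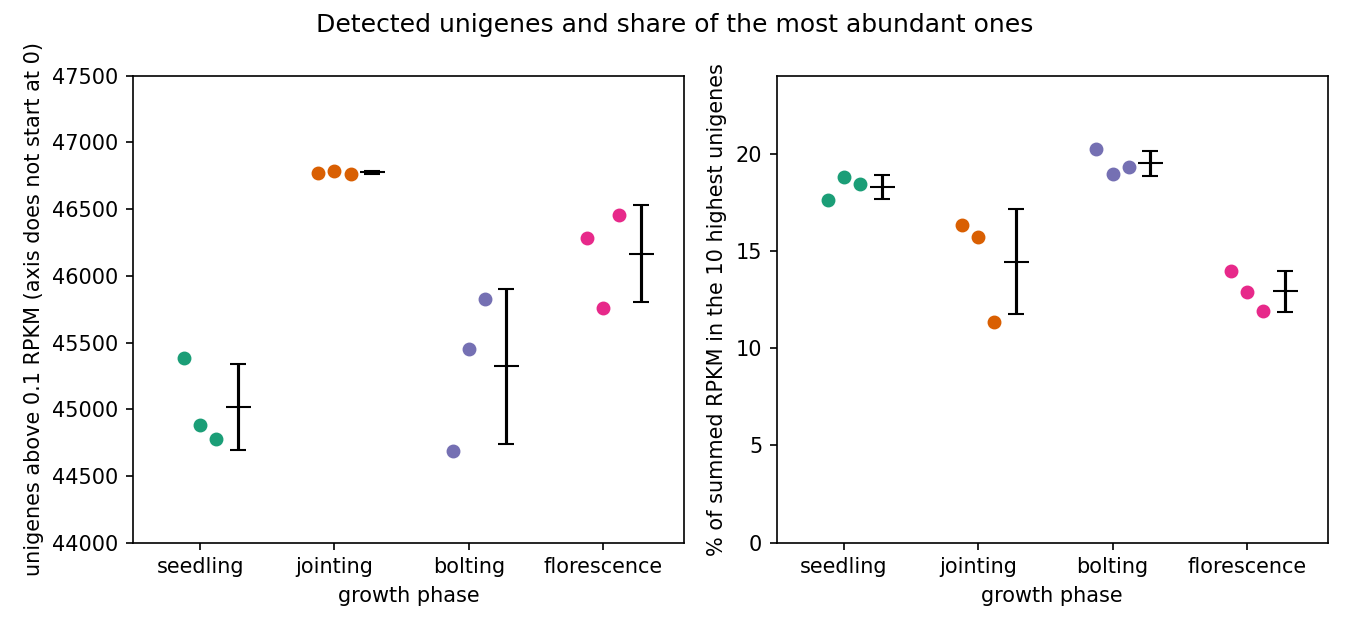
Left, unigenes above 0.1 RPKM in each library (points) by growth phase, on an axis that does not start at 0; right, % of the summed RPKM in the 10 highest unigenes of each library. Black marks give the mean and SD of 3 libraries, and the jointing libraries lie within 46765 and 46789 unigenes on the left but between 11.3% and 16.3% on the right.

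Libraries of a phase were closer to each other than to libraries of other phases. The Pearson correlation across unigenes on log2(RPKM + 1) averaged 0.969 over 12 within-phase pairs (SD 0.0105) and 0.930 over 54 between-phase pairs (SD 0.031). Unigenes are not independent replicates, so the difference of 0.0386 was tested by permuting the libraries. It was the largest of all 15400 partitions (exact permutation test, one-sided, p = 6.49e-05, the smallest these permutations can give; adjusted p = 0.000195 over 3 tests). The florescence libraries had a mean correlation of 0.922 with bolting, 0.920 with seedling and 0.888 with jointing on log2(RPKM + 1). On untransformed RPKM the within-phase excess was 0.111. On that scale the order changed, with 0.818 for florescence with seedling, 0.762 with bolting and 0.756 with jointing, whereas seedling, jointing and bolting correlated at 0.977 to 0.988. Jointing and bolting were not fully separated. The closest library to jointing replicate 1 was bolting replicate 2 (r = 0.980) and the closest to jointing replicate 2 was bolting replicate 3 (r = 0.973). The lowest within-phase correlation was 0.947, between jointing libraries.

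**Figure D2:**
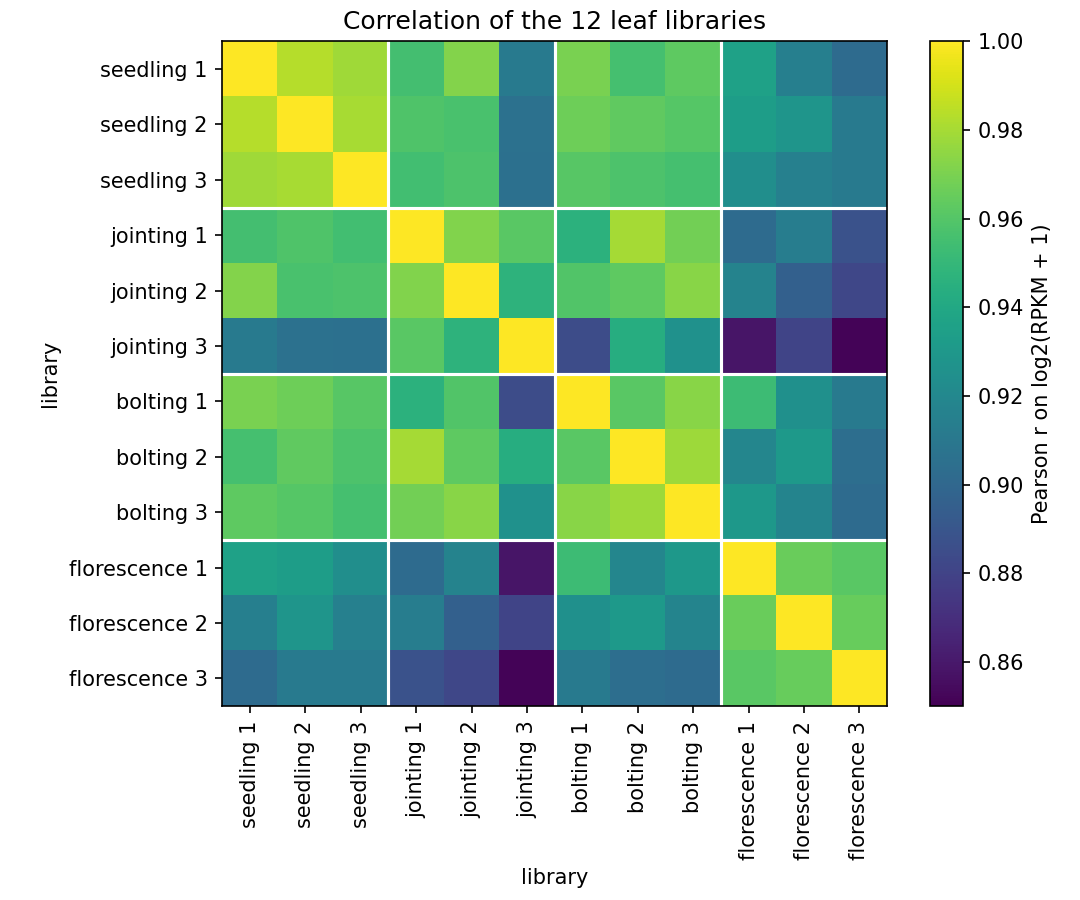
Pearson correlation on log2(RPKM + 1) between each pair of the 12 libraries, over the 31242 tested unigenes, with white lines between the phases. Colour runs from 0.85 to 1; within-phase pairs average 0.969, and the pairs of jointing replicate 3 with florescence libraries average 0.863.

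The first set of comparisons set each later phase against seedling. At jointing 1758 of 31242 tested unigenes were called, 1247 higher and 511 lower. At bolting 457 were called, 188 higher and 269 lower. At florescence 2947 were called, 2009 higher and 938 lower. The alternative that moved these counts most was dropping the 2-fold threshold, which gave 14211, 1327 and 15301 unigenes. It also turned the direction at bolting, to 729 higher and 598 lower. Among all tested unigenes, called or not, the libraries of both phases did not overlap for 59.3%, 28.6% and 62.9% in the values as deposited. For a single unigene chance gives 10% for 3 against 3. Unigenes of a library can shift together, which parts many at once, so the 10% is no measure of chance for these shares. They were not computed on scaled values.

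The directions depended on how the libraries were scaled. As deposited, the median difference of all tested unigenes from seedling was 0.34 at jointing, 0.05 at bolting and 0.33 at florescence on the log2(RPKM + 1) scale. Scaling by the median of ratios moved these medians to between -0.01 and 0.00. With that scaling 363 unigenes were higher and 1191 lower at jointing, 171 higher and 328 lower at bolting, and 651 higher and 1763 lower at florescence. The calls shared by both scalings numbered 873 at jointing, 433 at bolting and 1588 at florescence. A majority of higher calls at jointing and at florescence therefore held for the deposited values but not relative to the median unigene.

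The second set compared the later phases with each other. Between jointing and bolting 1023 unigenes were called, 85 higher at bolting and 938 lower, and median-of-ratios scaling gave 266 higher and 345 lower. This count rested on single libraries: it was 179 without bolting replicate 1 and 390 without jointing replicate 3. In a fit on the 6 libraries of these phases alone it was 0, with 10775 unigenes at an unadjusted p under 0.05. Without jointing replicate 3 the jointing against seedling count was 953. The bolting against seedling count was 241 without seedling replicate 2 and 236 without bolting replicate 3. Between jointing and florescence 3204 unigenes were called, 1457 higher at florescence and 1747 lower, and the scaled values gave 1368 and 1664. The median difference of all tested unigenes was 0.01 here, and 3030 calls were shared by both scalings. Scaling to equal totals gave 1753 higher and 1554 lower. Between bolting and florescence 2519 unigenes were called, 1708 higher at florescence and 811 lower, whereas the scaled values gave 699 higher and 1400 lower, with 1506 shared. Among all tested unigenes the libraries did not overlap for 46.6%, 44.1% and 55.5% in these 3 comparisons as deposited. The 10% by chance for a single unigene does not account for shifts of whole libraries here either.

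**Figure D3:**
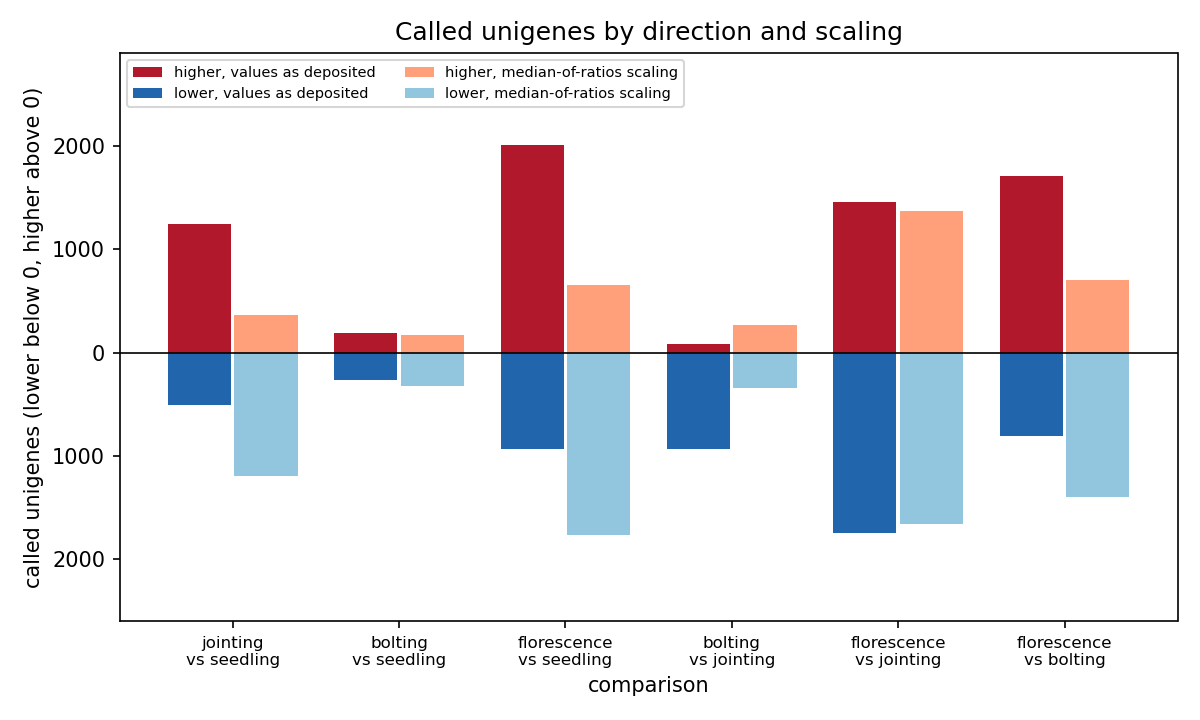
Number of unigenes called higher (above 0) and lower (below 0) in the first-named phase of each comparison, at an adjusted p under 0.05 and a log2(RPKM + 1) difference of at least 1; dark bars use the deposited values and light bars the median-of-ratios scaling. At florescence against seedling 2009 higher calls became 651 under this scaling, and 938 lower calls became 1763.

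Over all 4 phases 5703 unigenes, 18.3% of those tested, varied in the moderated F test of limma. The phase with the highest mean was seedling for 535 of them, jointing for 2067, bolting for 279 and florescence for 2822. With median-of-ratios scaling 4789 unigenes varied, and the highest mean was at seedling for 1427, at jointing for 1201, at bolting for 700 and at florescence for 1461. Both scalings shared 3944 unigenes.

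Of the called unigenes in florescence against seedling, 1264 met the rule for naming. PB.59261.1 rose from 14.0 ± 5.36 RPKM at seedling to 1062 ± 204 at florescence (SD, n = 3), with 11.4 ± 2.60 at jointing and 23.2 ± 9.69 at bolting. Its difference was 6.19 ± 0.30 (SE) on the log2(RPKM + 1) scale (limma, adjusted p = 5.77e-07). PB.51190.1 rose from 3.48 ± 3.25 to 176 ± 3.89 RPKM, by 5.62 ± 0.51 (SE; limma, adjusted p = 2.59e-05). PB.59990.1 had 128 ± 71.1 RPKM at seedling, 107 ± 47.7 at jointing, 18.7 ± 18.5 at bolting and 0.27 ± 0.10 at florescence, a difference of -6.52 ± 0.71 (SE; limma, adjusted p = 6.86e-05). PB.59237.1 had 92.9 ± 29.6, 74.6 ± 21.0, 26.2 ± 16.2 and 0.130 ± 0.0866 RPKM in the same order of phases, a difference of -6.33 ± 0.38 (SE; limma, adjusted p = 2.01e-06). With median-of-ratios scaling the 4 differences were 5.75, 5.25, -6.80 and -6.60.

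**Figure D4:**
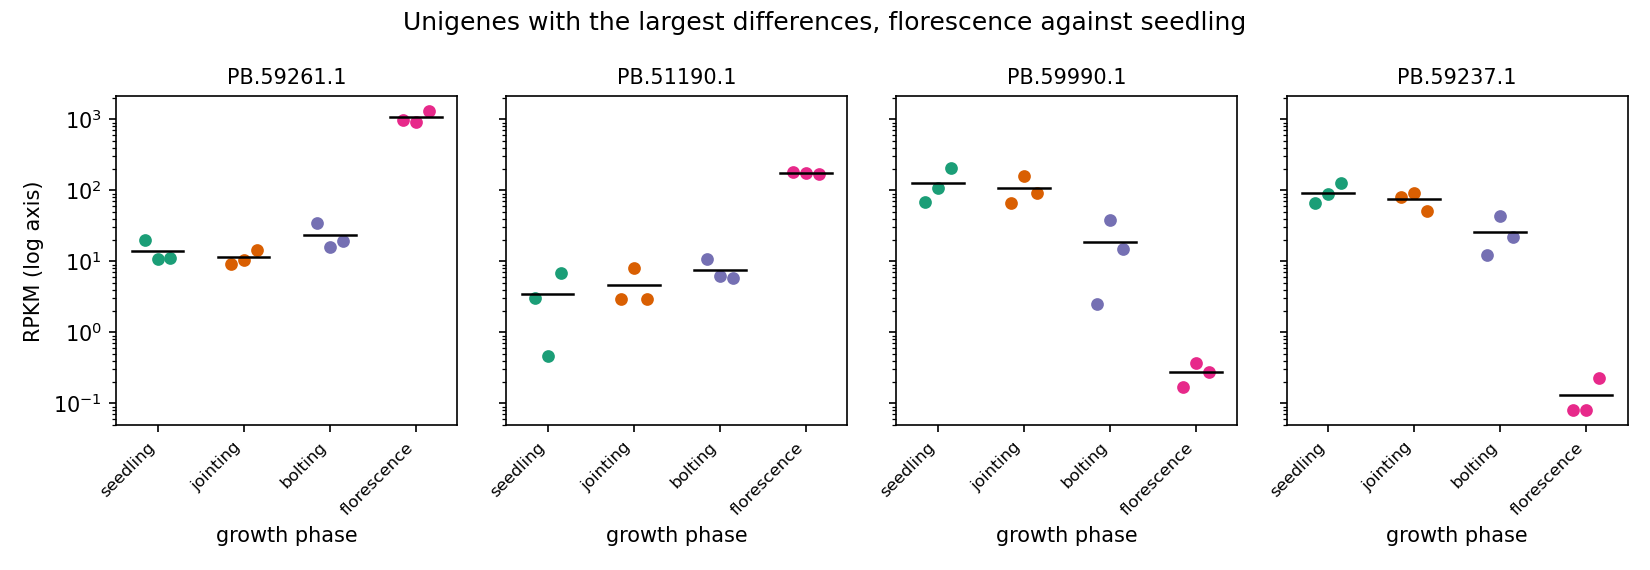
RPKM of the 4 named unigenes in each library (points, 3 for each growth phase) on a log axis, with the phase mean as a black line. PB.59261.1 reaches 1062 RPKM on average at florescence against 14.0 at seedling, and PB.59237.1 goes from 92.9 RPKM at seedling to 0.130 at florescence.

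Few unigenes were restricted to a single phase among the 4 compared, and leaves of the later filling stage were not examined. At florescence 5 unigenes had at least 1 RPKM in all 3 libraries and at most 0.1 RPKM in the other 9, a count reached by 1 of the 220 sets of 3 libraries (exact test over these sets, p = 0.00455, adjusted p = 0.0182 over 4 phases). Seedling, jointing and bolting had 0 such unigenes (exact test, p = 1), and the 216 sets that mix phases held at most 1. With the stricter demand of 0 RPKM in the other 9 libraries, 1 unigene was left at florescence. The 5 unigenes, chosen after their values were seen, were PB.43505.1 with 10.8 ± 4.47 RPKM at florescence (SD, n = 3), PB.42632.1 with 6.81 ± 3.20, PB.27420.1 with 5.68 ± 3.28, PB.60615.1 with 5.66 ± 1.27 and PB.29151.1 with 1.88 ± 0.329.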

Values the study reported

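The study reported 61,856 unigenes, of which 59,144 were protein-coding and 2,712 non-coding. For its first seedling library it listed 16,032 unigenes at 0–0.1 RPKM and 6,546 above 15 RPKM. The clean bases it listed for the 12 libraries used here ran from 8,107,787,693 to 10,710,694,418. The study also sampled leaves at a later filling stage, which it used as a further growth phase and which are not among these 12 libraries. The RNA integrity number it listed was 7.8 to 8.0 in the seedling libraries, 8.7 to 9.4 at jointing, 7.3 to 8.4 at bolting and 6.9 to 7.5 at florescence. Differences were called in the study at a fold change of at least 2 and an adjusted P below 0.05.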

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

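The directions and calls of the 4 named unigenes were the same in every alternative run for them, with log2 differences across the 12 fits that each left out a library from 6.03 to 6.47 for PB.59261.1, 4.97 to 6.18 for PB.51190.1, -6.89 to -6.10 for PB.59990.1 and -6.55 to -6.10 for PB.59237.1. The within-phase excess in correlation stayed past its threshold on untransformed RPKM, with Spearman correlation, over every unigene above 0 in any library, and with each library left out in turn, where it ran from 0.0329 to 0.0428. Other scalings and pseudocounts were not run for it. The difference in the top 10 share stayed past its threshold with each library left out, from 6.07 to 7.11 percentage points, and with the highest 1 or 100 unigenes in place of 10. The difference in unigenes above 0.1 RPKM ran from 1645 to 1946 with a library left out and was past 0.05 in those fits. It fell to 757 with median-of-ratios scaling (exact permutation test, p = 0.0867), which removes the shift in level between phases by construction. Counting unigenes at exactly 0.1 RPKM as detected was chosen after seeing the data and gave 1686.

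Pseudocount 0.1 gave 3456 calls at jointing and 5052 at florescence against seedling, 1764 for bolting against jointing, 4149 for florescence against bolting and 9119 varying unigenes, because differences between low values grow. It also turned bolting against seedling to 312 higher and 298 lower. A minimum mean of 10 RPKM left 9654 tested unigenes and gave 729, 273 and 1243 calls for jointing, bolting and florescence against seedling, 511 for bolting against jointing, 1459 for florescence against jointing, 1196 for florescence against bolting and 2436 varying unigenes. Fewer unigenes tested is the construction of that setting. Without the 2-fold threshold the counts in the same order were 14211, 1327, 15301, 8326, 10838, 13481 and 21602. Dropping it also turned bolting against seedling to 729 higher and 598 lower, and florescence against jointing to 5810 higher and 5028 lower. At an adjusted p under 0.01 bolting against seedling had 199 calls and bolting against jointing 50.

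Bolting against jointing moved most often. It had 611 calls with median-of-ratios scaling, 570 with quantile normalization, 641 when the 100 highest unigenes were left out (chosen after seeing the data), and 0 in the fit on its 6 libraries, where 10775 unigenes had an unadjusted p under 0.05. The cause was not tested. With a library left out it ran from 179 (without bolting replicate 1) to 1497, and it was 390 without jointing replicate 3. Across the same 12 fits jointing against seedling ran from 953 (without jointing replicate 3) to 2410, bolting against seedling from 236 (without bolting replicate 3; 241 without seedling replicate 2) to 606, florescence against seedling from 2686 to 3333, florescence against jointing from 2966 to 3413, florescence against bolting from 2247 to 2871, and varying unigenes from 5013 to 6274. Unigenes restricted to florescence ran from 5 to 7 and to jointing from 0 to 1 (1 without jointing replicate 1). With 0 RPKM demanded in the other 9 libraries the florescence count was 1.

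Directions turned with scaling. Quantile normalization gave 474 higher and 772 lower at jointing, and 782 higher and 1373 lower at florescence, against seedling, as median-of-ratios scaling did. Equal totals kept a majority of higher calls there (1442 and 478; 2975 and 813). Of the alternatives to the main results, 33 moved a count of called, varying or restricted unigenes by over 1.5 times and 1 was weaker. The other 240 were labelled the same, but this label did not weigh direction. It includes the directions turned by median-of-ratios scaling and quantile normalization against seedling. It also includes permutation-test values that changed in size. The correlation excess of 0.0386 became 0.111 on untransformed RPKM and 0.0216 over every unigene above 0. The difference of 1762 in detected unigenes became 3795 at 1 RPKM.

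With the replicate number as a block in the fit on all 12 libraries the counts were 1759, 456, 2953, 1029, 3210 and 2524 for the 6 comparisons, and 5711 unigenes varied. This block assumes the same pairing in every phase. Over all phases the numbers do not pair the libraries. Only 7 of 18 same-numbered pairs correlated above 0.1 in their deviations from the phase means, and the others ran down to -0.626. In florescence against seedling all 3 pairs were above 0.1. With the replicate block in the fit on the 6 libraries of a comparison, chosen after seeing the data, florescence against seedling had 3038 calls. It had 2971 in the fit on these libraries without the block and 2947 as reported. With the block the 4 named unigenes were called with the same sign. The other comparisons had 1237 (jointing against seedling), 328 (bolting against seedling), 0 (bolting against jointing, with 10522 unigenes at an unadjusted p under 0.05), 3030 (florescence against jointing) and 2554 calls (florescence against bolting). Without the block the fits on 6 libraries gave 1673, 406, 0, 3115 and 2479 calls in the same order. Bolting against jointing thus had 0 calls on 6 libraries with or without the block. The replicate block moved no other count by over 1.5 times. Count-based alternatives were not run, because the table holds RPKM and no counts. The unknown number of reads per unigene limits the low values, and unigenes near 0.1 RPKM cannot be given a counting error.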

Other observations

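All tests in this part were chosen after the results they bear on were seen, except the counts of other splits of the libraries, which were planned.

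Splits were counted in the fit on all 12 libraries, with the libraries of the other phases kept in place. In this fit, for each of the 6 comparisons the real split of its 6 libraries was the only 1 of the 10 possible splits that gave as many called unigenes, and the next largest split gave at most 1. In florescence against seedling, where all 3 same-numbered pairs correlated above 0.1 in their deviations, every other split gave 0, whether or not it parted all 3 pairs. For bolting against jointing the fit on its 6 libraries alone gave 0 calls with the real split, so its place among the splits holds only for the fit on 12. With 10 splits the share cannot fall below 0.1, so this leaves open whether grouping alone gives such counts. For the F test over the 4 phases 1 of 100 splits gave as many varying unigenes, the real one, and the next largest gave 2204 against 5703.

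More unigenes were higher than lower at jointing and at florescence against seedling as deposited. A smaller share of the signal in the most abundant unigenes, which would lift all others, was tested by leaving out the 100 highest unigenes and scaling to equal totals. With equal totals alone the median log2 difference was 0.37 at jointing and 0.44 at florescence, with 1442 higher and 478 lower calls and 2975 higher and 813 lower calls. Without the 100 highest unigenes it fell to 0.23 and 0.25, with 816 higher and 640 lower calls at jointing and 1466 and 1051 at florescence. The share of these 100 thus accounts for part of the shift, and the medians left above 0 oppose these 100 as the whole cause. Leaving out 100 cannot oppose a smaller share in abundant unigenes beyond them. For the 1298 unigenes with means of 100 to 1000 RPKM the median was 0.00 at jointing and -0.05 at florescence, as deposited. A single wrong scale factor per library would shift unigenes of every level the same way, but at florescence the median was 0.35 for unigenes with means of 1 to 10 RPKM and -0.58 for the 106 with at least 1000 RPKM. At jointing these medians were 0.38 and -0.35. A deeper florescence than seedling series is also opposed, since the ratio of their relative depths was 1.003. A flatter distribution of leaf transcripts over unigenes at jointing and florescence may be the source, as a hypothesis. It includes a smaller share in abundant unigenes beyond the 100 highest. Differences in library preparation between sampling dates were not tested, coincide with the phases and stay open. RNA integrity was not analysed here. The values quoted from the study above lie higher at jointing and lower at florescence than at seedling, whereas the median differences of both phases were positive, so RNA integrity acting in a single direction leaves part of this pattern unexplained.

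Jointing replicate 3 lay far from the other jointing libraries. A library of another of the 4 phases under this label is opposed by its correlations, which averaged 0.954 with the other jointing libraries, 0.918 with bolting and 0.908 with seedling. A scale difference is opposed as well, because a scale factor leaves the share of a unigene as it is, and the 10 highest unigenes held 11.3% of the summed RPKM in this library against 15.7% and 16.3% in the others. Its relative depth of 0.966 lay within the range of the other libraries. Variation between plants, the exact age of the leaf and RNA integrity stay open and were not tested. The RNA integrity number that the study listed for this library was above those of the other jointing libraries.

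Some unigenes were switched fully on or off between libraries without following the phases. In 95 unigenes every library was either at most 0.5 RPKM or at least 5 RPKM and both states occurred, and in 87 of them the libraries of at least 1 phase disagreed. Over these 87, seedling replicate 1, jointing replicate 2, bolting replicate 1 and florescence replicate 1 had the same state in 96.6% to 100% of unigenes. Jointing replicate 3, bolting replicate 2 and florescence replicate 2 had the same state in 96.6% to 97.7%. The other 45 pairs of libraries from different phases had the same state in 23.0% to 90.8%, and pairs within a phase in 25.3% to 90.8%. With off at 0.1 RPKM or on at 10 RPKM, the lowest value among the first 4 libraries was 96.6% and 97.4%. Jointing has the numbers 2 and 3 where bolting and florescence have 1 and 2. The deviations of all tested unigenes from the phase means showed the same shift: jointing replicate 2 correlated with bolting replicate 1 at 0.525 and jointing replicate 3 with bolting replicate 2 at 0.477.

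A single library deposited under several labels is opposed too for seedling replicate 1 and florescence replicate 1. They correlated at 0.936, below the 0.961 to 0.966 among florescence libraries. Seedling replicate 1 correlated at 0.972 with jointing replicate 2 and at 0.970 with bolting replicate 1. These values were below the 0.979 to 0.983 among seedling libraries. They were not below all values within the other phase, which were 0.947 and 0.972 for jointing replicate 2 and 0.961 and 0.973 for bolting replicate 1. The comparison is thus less clear for these pairs. A candidate explanation is that plants of a shared genotype were sampled at different phases, with presence or absence of particular alleles. To test it, 69 unigenes were chosen from the seedling libraries alone. On those with a clear state, jointing replicate 2, bolting replicate 1 and florescence replicate 1 matched seedling replicate 1 in at least 95.2%, and seedling replicates 2 and 3 in at most 55.0%. Noise near the detection floor, which is independent between libraries, is opposed by this gap of 40.2 percentage points. The remaining libraries had weaker best matches. Jointing replicate 3, bolting replicate 2 and florescence replicate 2 matched seedling replicate 2 best, at 74.6% to 78.5%. Jointing replicate 1 also matched seedling replicate 2 best, at 83.3%, and bolting replicate 3 matched seedling replicate 1 best, at 77.3%. Florescence replicate 3 matched seedling replicate 3 best, at 77.4%. Reads that move between near-identical unigenes would make mirrored patterns; 2 unigenes were off only in the first 4 libraries and 0 were on only in them, which is too few to decide for these libraries. In florescence replicate 3 alone, 10 unigenes were on only there and 16 were off only there, a mirrored count of the kind this explanation predicts. Separate unigenes for different alleles would give the same mirror, so these explanations cannot be told apart. The study names a single cultivar, B1, for all growth phase samples, so a shared genotype would mean differences between plants within that cultivar. The labels give no genotype of single plants, and the hypothesis was found and tested on the same data. Each of these sets holds 1 library of each phase it covers, so a comparison of phases within a set has no replicates. A fit with the sets as a term was not made, because they were defined from the same values.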
